A study of Danio rerio with 13 samples. Its data were reported in "Systems Analysis Reveals Ageing-Related Perturbations in Retinoids and Sex Hormones in Alzheimer’s and Parkinson’s Diseases" (2021).

How the data were processed

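The study measured gene expression by RNA sequencing in the brains of 13 male zebrafish (*Danio rerio*), all 3 months old and all labelled as the AB strain. The fish were wild type for *tert*, the gene for the protein subunit of telomerase (5 fish), heterozygous for a mutant *tert* allele (*tert*+/-, 5 fish) or homozygous for it (*tert*-/-, 3 fish). As background, the mutant allele carries a premature stop codon, so its transcript need not be absent. Each fish gave 1 library, made from total RNA with the TruSeq RNA version 2 kit. Libraries are called by genotype and a replicate number, which follows the order of the sample records and pairs no fish with another.

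Per the labels, the authors made reads with bcl2fastq 1.8.4, aligned them to the zebrafish genome build GRCz10 with STAR 2.4.1d, and counted reads per Ensembl gene with featureCounts 1.4.6-p4. The deposited counts are raw, and every value in the report starts from them. The deposited RPKM values are those counts divided by gene length and by a library total, and they were used only in alternative settings. A check of the RPKM table against the counts showed that the totals had been applied in the wrong order. With each library's own total, 8.18% of 195709 values in 15814 genes gave a gene length within 0.2% of that gene's median. With the 13 totals repeated down the table instead of across it, 100% did. A ratio between 2 libraries was wrong by up to 2.16-fold in the deposited RPKM. The annotation release behind the counts is not stated in the sources used here.

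The table held 32105 genes in 13 libraries, and every count column was mapped to a sample. Of the gene identifiers, 26269 (81.8%) carried a gene symbol, and these took 97.2% of all counts. Among these, 4301 shared their symbol with another identifier and were kept as separate genes. No gene positions were used, because the only table of positions at hand came from another genome build without Ensembl identifiers. The planned distances of 5, 10 and 20 Mb around *tert* were therefore not computed. Instead, the order of genes in the deposited table was used. A total of 17137 genes had a unique match in that positional table, and the 5 matched neighbours on each side gave a gene's own chromosome for 97.9% of them. Neighbours in the table placed 1124 genes on the chromosome of *tert*, where *tert* was entry 35 in order. Distances are given as entries from *tert* in the table, within 100, 200 or 400. These windows were chosen after genes near *tert* had been seen among the lowest p values.

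Genes were tested with edgeR 4.0.16 (R 4.3.3), using TMM factors, filterByExpr by genotype with a minimum count of 10, and 2-sided quasi-likelihood F tests in 1 fit of all 13 libraries. This left 20064 genes. Each pair of genotypes was compared, and a slope on the number of mutant alleles (0, 1 or 2) was fitted as well. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Expression is given as CPM, the read count scaled for library size with TMM factors, as mean ± SD over fish. Standard errors (SE) of log2 fold changes were derived from the F statistic. The same comparisons were made with DESeq2 1.42.0. Intervals and floors cover counting error only.

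Gene lists for 43 pathways, cell types, brain regions and tissues were written before the data were examined, and all 43 had at least 3 measured members. They were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with the preset correlation of 0.01, adjusted over the lists of a comparison. Each was tested again with a correlation estimated per list and with fry, which asks whether the members of a list move one way on balance. Passing members were counted with adjustment over all genes and with adjustment over the list alone. The level of a list in a library is the mean, over its members, of log2 CPM minus the mean of that gene over all libraries. Levels and library measures were compared by 2-sided exact permutation tests, over 252 regroupings for 5 against 5 libraries and 56 for 3 against 5. A further 5 lists (intestine, exocrine pancreas, replication-dependent histones, structured non-coding RNAs, and retina other than photoreceptors) were written after genes of these kinds had been seen.

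The genes named were fixed by rule before the data were examined: *tert*; up to 10 called genes in each direction; the 3 lowest p values in each direction; and, per list, up to 3 passing members or else the member with the lowest p. A gene named for one comparison may be given in another. Other genes, including those called by DESeq2, were chosen after their values were seen and are named as such. Enrichment of low p values around *tert* used 2-sided Fisher's exact tests with *tert* itself left out.

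The methods were tested on simulated data with the same groups and depths, in which 100 genes were changed 2-fold and 100 others 4-fold. For *tert*-/- against wild type, edgeR recovered 39% and 72% of them with 5 false calls. For *tert*+/- against wild type it recovered 60% and 88% with 4 false calls, and for *tert*-/- against *tert*+/- 44% and 77% with 4. DESeq2 recovered 58% and 82%, 73% and 94%, and 57% and 87%, with 54, 49 and 41 false calls. A list of 30 genes raised 1.3-fold was called in each comparison, and 0 of the other lists were. These lists were drawn at random from genes simulated independently, so this does not test lists whose members vary together. The smallest p that an exact test can give is 1 in 56 for 3 against 5 fish and 2 in 252 for 5 against 5.

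Alternatives fixed before the data were examined were DESeq2, RLE and upper-quartile factors, no count filter, a filter of 1 CPM in 3 libraries, only the pair of groups compared, robust quasi-likelihood, voom with quality weights, the deposited RPKM with pseudocounts of 0.5 and 0.1 and without a filter, a threshold of 0.1, the run of numbers in the sample titles as a covariate (234 to 235, 251 to 264, 270 to 273), each library left out in turn, and the chromosome of *tert* left out. Alternatives added after seeing the data were the quasi-likelihood of edgeR version 4, RPKM with each library's own total, the omission of *tert*+/- 1 with *tert*-/- 1 (the lowest on the first principal component), and the omission of wild type 1, wild type 5 and *tert*+/- 3 (the highest photoreceptor levels). Other splits of the same libraries were run through the same tests, all 56 for 3 against 5 and 100 drawn at random for the others. Figures were drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Other tissues of the study are not analysed here.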

Results

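Brain RNA was sequenced from 13 male zebrafish at 3 months of age, with 1 library per fish. They comprised 5 wild-type fish, 5 *tert*+/- fish and 3 *tert*-/- fish. The wild-type libraries 1 to 5 held 22008289, 28391052, 26809511, 29347329 and 24624605 counted reads. The *tert*+/- libraries 1 to 5 held 25479773, 26219091, 23215636, 23832880 and 25039664, and the *tert*-/- libraries 1 to 3 held 32380953, 30940009 and 25429047. Reads fell on 23935.4 ± 96.3 genes in wild type, 23948.2 ± 112 in *tert*+/- and 24058.3 ± 157 in *tert*-/- libraries (mean ± SD). Mitochondrially encoded genes took 9.42 ± 1.28%, 11.6 ± 2.0% and 10.2 ± 1.25% of counts. The 10 most abundant genes of a library took 11.4 ± 1.43%, 13.6 ± 1.97% and 12.1 ± 0.981%. Across 18 exact permutation tests of totals, detected genes, these shares and the first 2 principal components, the lowest p was 0.0536, for total counts of *tert*-/- against *tert*+/- brains, and the lowest adjusted p was 0.310. The first 2 principal components held 17.7% and 14.8% of the variance, and *tert*+/- 1 and *tert*-/- 1 lay lowest on the first, at −59.1 and −56.7.

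The transcript of *tert*, which encodes the reverse transcriptase of telomerase, was present in all genotypes and was most abundant in mutant brains. It reached 2.55 ± 0.776 CPM in wild type (SD, n = 5), 5.70 ± 1.92 in *tert*+/- (n = 5) and 8.02 ± 3.53 in *tert*-/- brains (n = 3). These values rest on 55 to 89 counts per wild-type library, 82 to 219 per *tert*+/- library and 124 to 335 per *tert*-/- library. All 3 *tert*-/- libraries lay above every wild-type library, though *tert*-/- 2 did so narrowly (3.96 against 3.88 CPM in wild type 1). The log2 fold change was 1.66 ± 0.34 (SE) in *tert*-/- and 1.16 ± 0.30 in *tert*+/- brains against wild type, 0.49 ± 0.34 between the mutants, and 0.86 ± 0.18 per mutant allele. Over all genes tested, edgeR gave adjusted p = 0.573, 0.602, 0.975 and 0.525 in that order. Adjusted over the list alone, among 29 telomere maintenance genes, *tert* passed in *tert*-/- against wild type (adjusted p = 0.00845) and not in *tert*+/- against wild type (adjusted p = 0.0620). DESeq2 called *tert* in *tert*-/- against wild type (adjusted p = 0.00629) and along the allele count (adjusted p = 0.00366), but not in *tert*+/- against wild type (adjusted p = 0.0650).

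**Figure D1:**
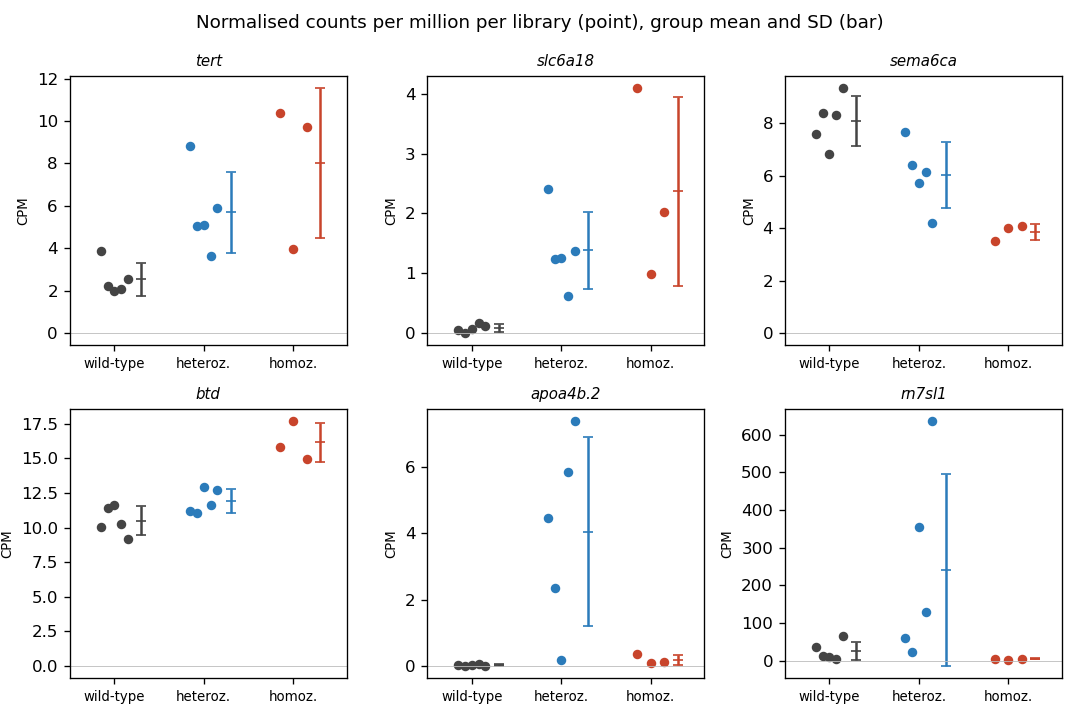
Expression of *tert*, *slc6a18*, *sema6ca*, *btd*, *apoa4b.2* and *rn7sl1* in CPM (vertical axes) by genotype (horizontal axes), with 1 point per fish and bars for the mean ± SD. The *tert* transcript averaged 2.55, 5.70 and 8.02 CPM in wild-type, *tert*+/- and *tert*-/- brains, while *apoa4b.2* was high in *tert*+/- brains alone by group mean.

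The comparison of *tert*-/- with wild-type brains asks what loss of telomerase changes in the brain of a young adult. Photoreceptor and phototransduction genes, which encode visual pigments and the cascade that turns light into a signal, fell as a list in *tert*-/- brains. Of the 41 measured members, 40 were lower, with a median log2 fold change of −2.30 (camera adjusted p = 2.22e-10), and *cngb3.1*, a subunit of the cone cyclic nucleotide-gated channel, had the lowest p of them (−2.52 ± 0.94, SE). This call and the 7 below rest on a preset correlation, and each was lost with a correlation estimated per list (adjusted p = 0.863 for all 8). Genes of hindbrain and spinal cord, most of them Hox genes that set position along the body axis, fell with 19 of 20 members lower (median −0.87, adjusted p = 0.000809). Hypothalamic neuropeptide genes fell with 11 of 17 members lower (median −0.22, adjusted p = 0.0423). In the other direction, nuclear genes of oxidative phosphorylation rose by a small amount, with 82 of 86 members higher and a median of 0.11 (adjusted p = 6.04e-13). All 13 mitochondrially encoded genes were higher and rose as a list (median 0.14, adjusted p = 0.00981). The unfolded protein response, the set of chaperones and sensors that handle misfolded protein in the endoplasmic reticulum, rose with 23 of 29 members higher (median 0.10, adjusted p = 4.92e-05). Its lowest p belonged to *dnajb9* (ENSDARG00000016886), an endoplasmic reticulum co-chaperone (0.93 ± 0.32). Markers of erythrocytes (8 of 8 higher, median 0.72, adjusted p = 0.0462) and of skeletal muscle (17 of 23 higher, median 0.54, adjusted p = 0.0165) rose as well.

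With fry, 0 of 43 lists were called (lowest adjusted p = 0.958), and without *tert*-/- 3 camera called 16. Over all genes tested, 0 members of any list passed. Adjusted over the list alone, 3 lists had 1 passing member each: *tert* in telomere maintenance, the inflammatory cytokine gene *il1b* in the senescence list (0.99 ± 0.20, adjusted p = 0.0104), and the skeletal actin gene *acta1* (ENSDARG00000036371) in the muscle list, which went against its list (−3.74 ± 0.93, adjusted p = 0.0337). The photoreceptor level stood high in wild type 5 (2.66), *tert*+/- 3 (1.72) and wild type 1 (1.21). Without those 3 libraries together, the photoreceptor list in *tert*-/- against wild type had an adjusted p = 0.281. By exact permutation its level was −0.64 ± 0.141 in *tert*-/- and 0.45 ± 1.46 in wild type (SD), a difference of −1.09 with p = 0.196. Leaving out 1 library ended the other list calls, except that of oxidative phosphorylation. Without *tert*-/- 1 the adjusted p was 0.235 for hindbrain and spinal cord, 0.464 for muscle, 0.887 for erythrocytes and 0.237 for hypothalamic neuropeptides, with the direction turned for the last pair. Without *tert*-/- 2 it was 0.0691 for the unfolded protein response, 0.740 for mitochondrially encoded genes and 0.280 for erythrocytes, and without *tert*-/- 3 it was 0.918 for muscle. Mitochondrially encoded genes also lost their call without wild type 1 (0.141) or 5 (0.0706), muscle without wild type 2 (0.125) or 4 (0.0774), erythrocytes without wild type 1 (0.275), wild type 4 (0.132) or *tert*+/- 1 (0.0574), and hypothalamic neuropeptides without wild type 4 (0.117), wild type 5 (0.0706) or *tert*+/- 4 (0.0556). With the run of title numbers as a covariate, the calls for mitochondrially encoded genes (adjusted p = 0.0633) and erythrocytes (adjusted p = 0.0725) were lost, and the latter also with RLE factors (0.0596) or only the 2 groups (0.0599).

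Single genes with the lowest p in *tert*-/- against wild type lay in part beside *tert*. The amino acid transporter gene *slc6a18* was barely detected in wild type (0.0808 ± 0.0661 CPM, SD) and reached 1.38 ± 0.648 in *tert*+/- and 2.37 ± 1.58 in *tert*-/- brains, a log2 fold change of 4.78 ± 0.65 (SE, unadjusted p = 5.46e-06). The uncharacterised gene ENSDARG00000099438 went from 1.99 ± 0.221 CPM in wild type to 5.54 ± 0.684 in *tert*-/- brains (1.48 ± 0.25). Biotinidase, *btd*, which recycles the vitamin biotin, went from 10.5 ± 1.02 to 16.2 ± 1.39 CPM (0.62 ± 0.11). Among lower genes, *sema6ca*, a semaphorin of the family that guides growing axons, stood at 8.09 ± 0.944 CPM in wild type and 3.86 ± 0.310 in *tert*-/- brains (−1.07 ± 0.18). The mitochondrial glutamyl-tRNA synthetase gene *ears2* stood at 19.4 ± 2.82 and 11.2 ± 2.05 CPM (−0.78 ± 0.15), and the membrane protease gene *adam15* at 10.6 ± 0.815 and 6.48 ± 0.886 CPM (−0.71 ± 0.14). With edgeR, 0 of 20064 genes were called, and *slc6a18* had the lowest adjusted p = 0.110. An unadjusted p under 0.05 was reached by 429 genes, 167 higher and 262 lower in *tert*-/- brains, where 1003.2 would be expected with no difference, and by 1159 genes without *tert*-/- 1, 876 with voom and 652 without the count filter. DESeq2 called 16 of 26989 genes, 10 higher and 6 lower, and 89 without *tert*-/- 1 and 9 without *tert*-/- 3. On simulated data of this design DESeq2 made 54 false calls and edgeR 5. Those data held planted changes, and with DESeq2 5.37% of the unchanged genes had an unadjusted p under 0.05. In the real comparison 620 of 26989 genes did with DESeq2, where 1349.45 would be expected with no difference. The 54 therefore cannot be set against the 16 calls, and how many of the 16 are false was not tested.

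The DESeq2 calls, named after their values were seen, included the 6 genes above, *tert*, *il1b* and *acta1*. The uncharacterised gene si:dkey-10f21.16 had 0 counts in all 5 wild-type libraries and in *tert*+/- 1, 2 and 5, but 3.41, 4.60 and 4.62 CPM in the 3 *tert*-/- libraries and 6.31 and 5.20 CPM in *tert*+/- 3 and 4. Its mean was at least 188-fold higher in *tert*-/- and at least 103-fold higher in *tert*+/- than a floor of 3 counts over the wild-type group. *il1b* stood at 2.07 ± 0.447 CPM in wild type, 2.66 ± 0.490 in *tert*+/- and 4.11 ± 0.394 in *tert*-/- brains. Other calls were *tada1* (0.77), *fabp10b* (0.86) and *pvalb5*, a parvalbumin gene (3.76), all higher, and *dennd3* (−0.80) and *cdc42se2* (−1.18), both lower by edgeR log2 fold change. *acta1* fell by DESeq2 from 7.01 ± 6.81 CPM in wild type, a mean raised by wild type 5 (18.1 CPM), to 0.520 ± 0.147 in *tert*-/- brains.

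**Figure D2:**
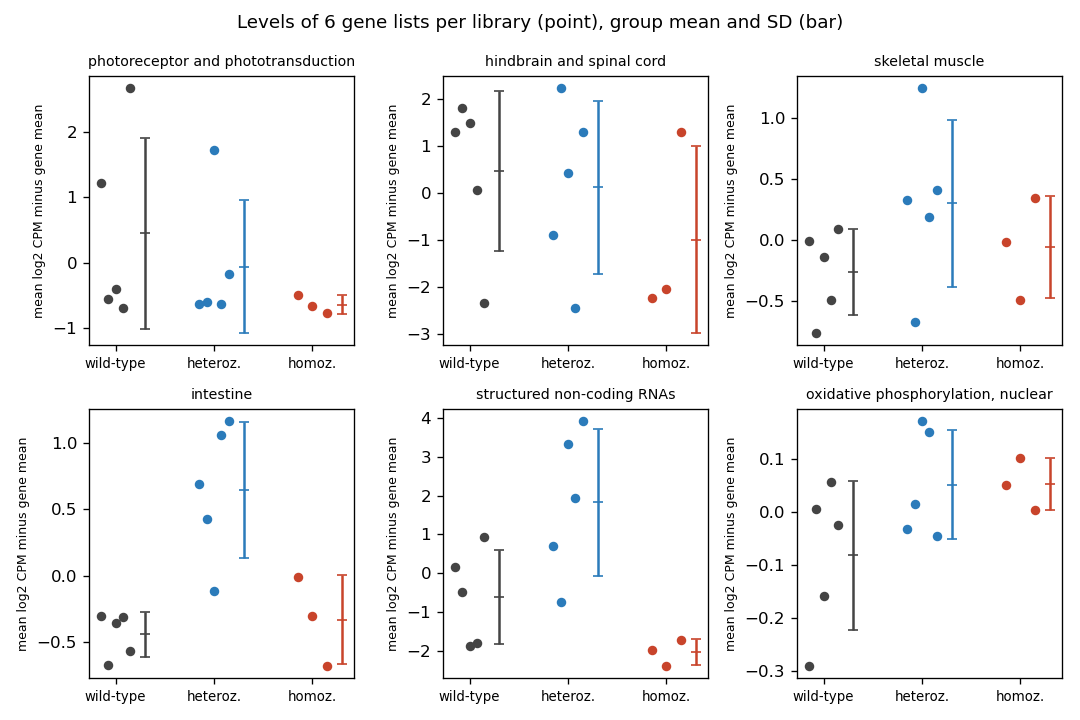
Level of 6 gene lists per library (vertical axes, mean log2 CPM of the members relative to all 13 libraries) by genotype, with 1 point per fish and bars for the mean ± SD. Photoreceptor genes averaged −0.64 in *tert*-/- and 0.45 in wild-type brains, where 2 libraries stood at 2.66 and 1.21.

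The comparison of *tert*+/- with wild-type brains asks what loss of 1 *tert* allele changes. Genes of energy production rose together in *tert*+/- brains. All 13 mitochondrially encoded genes were higher, with a median log2 fold change of 0.37 (camera adjusted p = 3.87e-11). With a correlation estimated per list this call and the 5 below were lost (adjusted p = 0.304 for neutrophils and lymphocytes and 0.867 for the others). Among them *mt-nd1*, a subunit of respiratory complex I, went from 3191 ± 388 to 4271 ± 508 CPM (0.42 ± 0.11, SE). Nuclear oxidative phosphorylation genes rose with 80 of 86 members higher (median 0.12, adjusted p = 5.19e-11), and ribosomal protein genes with 84 of 91 higher (median 0.09, adjusted p = 5.26e-07). Markers of skeletal muscle (20 of 23 higher, median 0.92, adjusted p = 7.28e-07) and of neutrophils and lymphocytes (9 of 9 higher, median 0.80, adjusted p = 0.000291) rose too. Of these, *casq1*, a calcium store protein of muscle, stood at 1.42 ± 0.43 and the T cell co-receptor gene *cd4-1* at 1.71 ± 0.45 (log2 fold change, SE). Cell cycle genes fell with 25 of 30 members lower (median −0.19, adjusted p = 0.0207), and *ccnd1*, cyclin D1, had the lowest p among them (−0.31 ± 0.15).

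With fry, 0 lists were called (lowest adjusted p = 0.162). Over all genes tested 0 members passed, while 11 of 13 mitochondrially encoded genes and 3 of 9 neutrophil and lymphocyte genes passed adjusted over the list alone. Another 6 lists had 1 member each that passed adjusted over the list alone, among them *rrm2b*, a ribonucleotide reductase subunit induced by p53 (0.50 ± 0.11, adjusted p = 0.0206), and *nr1d2a*, a repressor of the circadian clock (0.79, adjusted p = 0.0342). The others were *krt92* (4.09, adjusted p = 0.00389), *apoa1a* (2.17, adjusted p = 0.00778), *apoea* (6.05, adjusted p = 0.000519) and the heat shock co-chaperone gene *dnajb1a* (−0.67, adjusted p = 0.0262). In the same libraries the mitochondrial share of counts was 2.18 percentage points higher in *tert*+/- than in wild type (exact permutation p = 0.0873, adjusted p = 0.310), and the level of the neutrophil and lymphocyte list was 0.92 higher (exact permutation p = 0.0397, adjusted p = 0.714). The cell cycle call was lost without *tert*+/- 4 (adjusted p = 0.807), wild type 1 (0.420), wild type 5 (0.211) or *tert*+/- 3 (0.118), and the other 5 calls withstood the omission of any 1 library.

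Of the single genes with the lowest p in *tert*+/- against wild type, those higher included a pair of apolipoprotein genes. The apolipoprotein A-IV gene *apoa4b.2* averaged 0.0296 CPM in wild type, 4.05 ± 2.84 in *tert*+/- and 0.195 in *tert*-/- brains (log2 fold change 6.88 ± 0.98, SE). Apolipoprotein E, *apoea*, a lipid carrier, averaged 0.0647, 4.73 ± 3.22 and 0.0442 CPM (6.05 ± 0.95), and the *tert*+/- 3 library had only 0.0448. The gene *slc6a18* beside *tert* was again among them (4.0 ± 0.62). Lower genes had smaller changes: the non-coding RNA lnc.133 (−0.73 ± 0.16), *cmklr2*, a chemerin receptor (−0.63 ± 0.13), and *zfta* (−0.78 ± 0.17). With edgeR, 0 of 20064 genes were called, with a lowest adjusted p = 0.165 for the 3 higher genes and 0.595 for the 3 lower ones, and 5 genes were called without *tert*+/- 3. An unadjusted p under 0.05 was reached by 1553 genes, 824 higher and 729 lower, against 1003.2 expected, and by 1018 without wild type 1, wild type 5 and *tert*+/- 3. DESeq2 called 28 of 23317 genes, 24 higher and 4 lower. They included, named after their values were seen, the acidic chitinase gene *chia.3* (5.87, 0.0425 CPM in wild type and 2.86 ± 2.23 in *tert*+/-), the growth factor gene *bdnf*, which acts on neurons (0.51), and the synaptic vesicle gene *rab3c* (0.26). The DESeq2 count moved by more than 1.5 times on leaving out 1 of 8 libraries. It was 11 without wild type 2, 16 without wild type 3, 17 without wild type 1, 58 and 136 without *tert*+/- 2 and 5, and 83, 49 and 47 without *tert*-/- 1, 2 and 3.

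Lists for intestine, exocrine pancreas and other sources, written after such genes had been seen, were compared by their level in each library. The intestine list was higher in *tert*+/- than in wild-type brains by 1.09 (exact permutation p = 0.00794, adjusted p = 0.0198 over the 5 lists), and the exocrine pancreas list by 0.58 (exact permutation p = 0.00794, adjusted p = 0.0198). Both lists held genes chosen from these libraries, so the tests are not independent evidence. In *tert*-/- against wild-type brains the same lists differed by 0.11 (exact permutation p = 0.571) and 0.26 (exact permutation p = 0.0893). Retina genes other than those of photoreceptors differed by −0.70 in *tert*-/- (exact permutation p = 0.125) and −0.32 in *tert*+/- brains (exact permutation p = 0.476) against wild type, and replication-dependent histone genes by 0.18 (exact permutation p = 0.554) and 0.50 (exact permutation p = 0.0635).

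The comparison of *tert*-/- with *tert*+/- brains asks what the loss of the second allele adds. Ribosomal protein genes fell in *tert*-/- brains, with 86 of 91 members lower and a median log2 fold change of −0.12 (camera adjusted p = 6.94e-11), and all 13 mitochondrially encoded genes were lower and fell as a list (median −0.25, adjusted p = 1.84e-05). These calls and the 10 below were all lost with a correlation estimated per list (adjusted p = 0.845 for all 12). Hypothalamic neuropeptide genes fell (12 of 17 lower, median −0.38, adjusted p = 0.00469), led by *kiss1*, the gene for kisspeptin, a regulator of reproduction, at 6.41 ± 1.72 CPM in *tert*+/- and 1.88 ± 1.16 in *tert*-/- brains (−1.77 ± 0.48, SE). Photoreceptor genes (39 of 41 lower, median −1.08, adjusted p = 0.00469), hindbrain and spinal cord genes (19 of 20 lower, median −1.15, adjusted p = 0.00608) and skeletal muscle genes (22 of 23 lower, median −0.41, adjusted p = 0.00995) fell as well. Cell cycle genes rose (27 of 30 higher, median 0.29, adjusted p = 0.000141), as did heat shock genes (19 of 23 higher, median 0.21, adjusted p = 0.0179), complement genes (16 of 19 higher, median 0.40, adjusted p = 0.0229), endothelial and pericyte genes (15 of 22 higher, median 0.24, adjusted p = 0.0320) and unfolded protein response genes (20 of 29 higher, median 0.06, adjusted p = 0.0424). Liver genes rose with 9 of 12 members higher (median 1.12, adjusted p = 0.0229), although *apoa1a*, the main protein of high-density lipoprotein, was lower (−2.47 ± 0.60).

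With fry, 0 lists were called (lowest adjusted p = 0.880), and camera called 7 lists without *tert*+/- 2, *tert*-/- 1 or *tert*-/- 2. Adjusted over the list alone, 2 hypothalamic genes passed, *kiss1* among them (adjusted p = 0.0314), and 1 member each of the liver (*apoa1a*, adjusted p = 0.0144), skin (*krt92*, −3.88, adjusted p = 0.0214) and Alzheimer disease lists (*apoea*, adjusted p = 0.00295). Calls for ribosomal protein and mitochondrially encoded genes withstood the omission of any 1 library, but without *tert*+/- 1 and *tert*-/- 1 together the ribosomal list had an adjusted p = 0.474. Without *tert*-/- 1 the adjusted p was 0.257 for hindbrain, 0.839 for neuropeptides with the direction turned, 0.592 for complement, 0.213 for heat shock and 0.970 for liver. Without *tert*-/- 2 it was 0.146 for hindbrain, 0.380 for muscle, 0.410 for heat shock, 0.146 for complement, 0.380 for endothelium, 0.0541 for liver and 0.551 for the unfolded protein response. Without *tert*-/- 3 it was 0.0593 for photoreceptors, 0.172 for the cell cycle, 0.238 for endothelium and 0.314 for the unfolded protein response, and without wild type 3 the last was 0.0677. Without *tert*+/- 3 it was 0.421 for photoreceptors, 0.545 for muscle, 0.0619 for neuropeptides and 0.0739 for endothelium, and without *tert*+/- 4 it was 0.176 for the cell cycle and 0.0561 for liver. Leaving out *tert*+/- 1 gave 0.0638 for complement, 0.412 for endothelium, 0.131 for liver and 0.0818 for the unfolded protein response. Leaving out *tert*+/- 2 gave 0.147 for hindbrain, 0.0726 for neuropeptides, 0.0872 for heat shock, 0.10 for liver and 0.167 for the unfolded protein response. Leaving out *tert*+/- 5 gave 0.199 for complement, 0.0902 for heat shock and for liver, and 0.119 for the unfolded protein response. With the run of title numbers as a covariate, the calls for endothelium (adjusted p = 0.148) and the unfolded protein response (adjusted p = 0.134) were lost, and the latter also with RLE factors (0.0540) or only the 2 groups (0.103).

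Single genes with the lowest p between the mutants included *apoea* and *ears2*, both lower in *tert*-/- brains. *apoea* stood at −6.58 ± 1.23 (log2 fold change, SE) and the uncharacterised gene wu:fa56d06 at −5.18 ± 1.04. *ears2* averaged 19.4 ± 2.08 CPM in *tert*+/- and 11.2 ± 2.05 in *tert*-/- brains (−0.78 ± 0.15). Higher genes were si:rp71-15k1.1, which averaged 0.102 ± 0.0534 CPM in *tert*+/- and 0.786 ± 0.574 in *tert*-/- brains (2.92 ± 0.51), and *akt1*, a kinase of growth and survival signalling, at 2.70 ± 0.455 and 4.59 ± 0.164 CPM (0.76 ± 0.16). *pkhd1l1* also had a low p (4.37 ± 0.90), but rested on *tert*-/- 3 (11.9 CPM). With edgeR, 0 of 20064 genes were called (lowest adjusted p = 0.957), and 1 was called without *tert*+/- 3. An unadjusted p under 0.05 was reached by 927 genes, 440 higher and 487 lower, against 1003.2 expected, and by 530 with only the 2 groups. DESeq2 called 17 of 25415 genes, 2 higher and 15 lower. Among them, named after their values were seen, were structured RNAs: the signal recognition particle RNA *rn7sl1* (−5.53, 24.7, 60.6, 131, 355 and 636 CPM in the *tert*+/- libraries, 5.21 ± 1.37 in *tert*-/- and 26.3 ± 25.1 in wild-type brains), *rmrp* (−5.0), *rn7sk* (−4.81), and the ribonuclease P RNAs *rpph1* (−4.04) and *rnasep_nuc* (−4.01). The level of the first 4, which form a list chosen from these libraries and so are not independent evidence, differed by −3.87 (exact permutation p = 0.0357, adjusted p = 0.134). The DESeq2 count was 11 without *tert*-/- 1, 26 and 54 without *tert*-/- 2 and 3, 39 and 30 without *tert*+/- 3 and 5, and 27 without wild type 4.

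The slope on the number of mutant alleles asks which genes follow the dose of the mutation, as a graded loss of telomerase would predict. The lowest p values were those of *sema6ca* (−0.52 log2 per allele, unadjusted p = 4.09e-05), ENSDARG00000099438 (0.76), *adam15* (−0.36), *tada1*, a subunit of a histone acetylation complex (0.39), *btd* (0.30) and *dennd3*, an activator of vesicle traffic (−0.38). The first 5 shared an adjusted p = 0.391 with edgeR, which called 0 of 20064 genes. *sema6ca* averaged 8.09 ± 0.944, 6.02 ± 1.26 and 3.86 ± 0.310 CPM with 0, 1 and 2 mutant alleles, and *dennd3* 9.57 ± 1.29, 8.22 ± 1.46 and 5.48 ± 0.724. An unadjusted p under 0.05 was reached by 433 genes, 172 higher and 261 lower, and by 1538 without *tert*-/- 1, 1363 with voom, 718 without the count filter and 683 with DESeq2. DESeq2 called 16 of 26979 genes, 11 higher and 5 lower, and 86 without *tert*-/- 1 and 10 without *tert*-/- 3.

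Low edgeR p values were more frequent within 100 and 200 table entries of *tert* than elsewhere in all comparisons, in windows set after such genes had been seen. Within 100 table entries of *tert* lay *slc6a18* (4 entries away), *akap9*, a scaffold protein gene (5), *sema6ca* (9), ENSDARG00000099438 (14), *dennd3* (30) and *btd* (44). In *tert*-/- against wild type, 22 of 96 tested genes in that window had an unadjusted p under 0.05, against 406 of 19967 elsewhere, an odds ratio of 14.3 (95% interval 8.38 to 23.6, Fisher's exact p = 6.35e-17). Fisher's test treats neighbouring genes of the same fish as independent, so its intervals and p values do not measure variation between fish. Within 200 entries it was 27 of 174, an odds ratio of 8.92 (5.62 to 13.7), and on the whole chromosome 43 of 762, an odds ratio of 2.94 (Fisher's exact p = 6.85e-09). DESeq2 called 5 of 124 genes in the nearer window against 10 of 26864 elsewhere in *tert*-/- against wild type, and 2 of 112 against 26 of 23204 in *tert*+/- against wild type. Between the mutants it called 0 of 122 there against 17 of 25292. The odds ratio within 200 entries was 2.21 in *tert*+/- against wild type (1.41 to 3.36, Fisher's exact p = 0.000492) and 1.96 between the mutants (1.07 to 3.35, Fisher's exact p = 0.0176). The whole chromosome was fixed in advance, but for called genes, and there edgeR called 0 of 762 in each comparison. DESeq2 was an alternative fixed in advance. In *tert*-/- against wild type it called 5 of 976 genes there against 10 of 26012 elsewhere (odds ratio 13.4, Fisher's exact p = 0.000136). In *tert*+/- against wild type it called 5 of 869 against 23 of 22447 (5.64, Fisher's exact p = 0.00342). Between the mutants it called 2 of 931 against 15 of 24483 (3.51, Fisher's exact p = 0.127). The edgeR counts on the chromosome at an unadjusted p under 0.05 were not part of that plan and include the windows above. By those counts the odds ratio was 1.61 in *tert*+/- against wild type (89 of 762 genes). Between the mutants it was 1.31 and did not pass (45 of 762 against 882 of 19301, Fisher's exact p = 0.0938). Within 200 entries, leaving out each library in turn gave odds ratios of 2.64 (without *tert*-/- 1) to 10.2 in *tert*-/- against wild type, with 5.91 without *tert*-/- 3. The excess lost its call in *tert*+/- against wild type without *tert*+/- 4 (odds ratio 1.5, Fisher's exact p = 0.0920). Between the mutants it was lost without *tert*-/- 2 (1.13, Fisher's exact p = 0.647), *tert*-/- 3 (1.71, p = 0.0515), or *tert*+/- 1 (1.58, p = 0.106), 3 (1.65, p = 0.0918) or 5 (1.64, p = 0.0577).

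**Figure D3:**
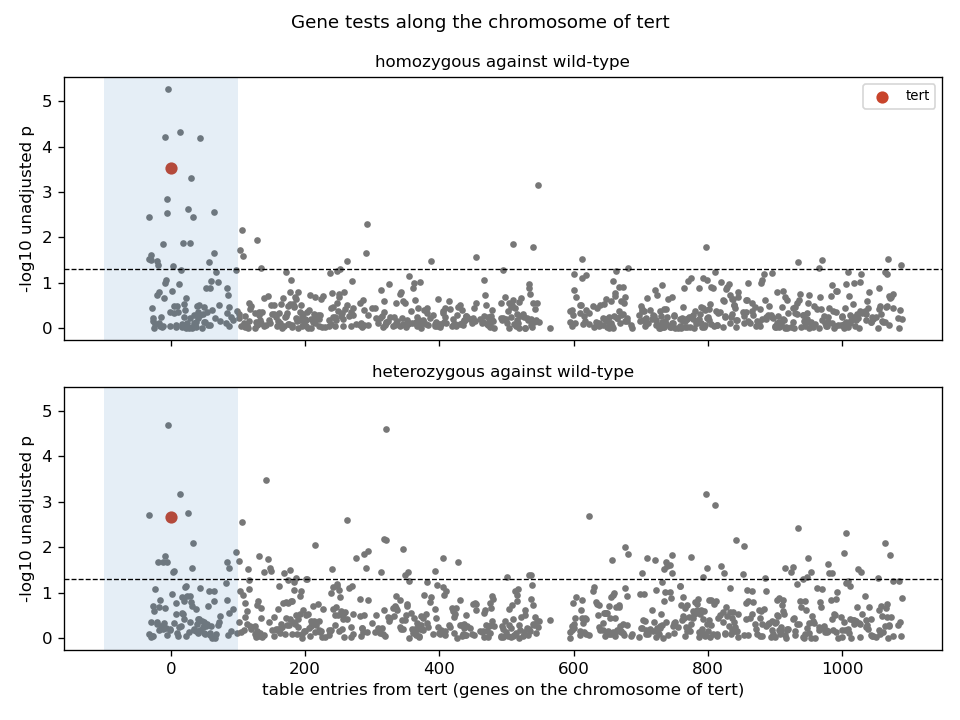
Unadjusted edgeR p values of genes on the chromosome of *tert* (vertical axis, −log10 scale) by their distance from *tert* in table entries (horizontal axis), for *tert*-/- (one panel) and *tert*+/- (other panel) against wild type, with *tert* in red, the window of 100 entries shaded and a dashed line at a p of 0.05. In the shaded window 22 of 96 genes other than *tert* lay above the line in *tert*-/- and 15 of 96 in *tert*+/- brains.

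Whether both mutants changed the same genes was asked across all 20064 genes, which are not independent replicates. With edgeR, 0 genes were called in both. At an unadjusted p under 0.05 in both, 62 genes were higher and 44 lower in each mutant, and 3 went opposite ways. Because both comparisons share the wild-type libraries, simulated mutants with no effect gave 174 genes in 1 direction on average (164 to 189 in 20 simulations), against 106 observed. The simulation drew each gene independently. The observed *tert*-/- comparison had only 429 genes at that p where 1003.2 would be expected, so the 174 and the 106 cannot be set against each other. From the observed numbers at that p, 16.4 genes would be expected in 1 direction were the comparisons independent. The correlation of log2 fold changes across genes was 0.420, within the simulated range of 0.398 to 0.460. Their covariance was 0.0621, above the simulated range of 0.0472 to 0.0590. Both ranges come from genes drawn independently, so neither decides whether the mutants shared a response. With the wild-type libraries divided so that neither comparison shared any, the covariance averaged 0.0119 and ranged from −0.0431 to 0.0412.

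Lists that bear on telomerase and on retinoids did not pass in any comparison in the fit used throughout. The 51 measured genes of retinoid metabolism and transport, which make, store and oxidise vitamin A, had 27 members higher and 24 lower in *tert*-/- and 23 higher and 28 lower in *tert*+/- brains against wild type, with medians of 0.02 and −0.03. Their adjusted p was 0.851 and 0.798, and 0.690 between the mutants. The retinol dehydrogenase gene *rdh8* (ENSDARG00000028048) had the lowest p in *tert*-/- brains (0.67 ± 0.17, SE, adjusted over the list alone 0.0926), the retinol-binding protein gene *rbp2* (ENSDARG00000070038) in *tert*+/- brains (1.09 ± 0.36) and the alcohol dehydrogenase gene *adh8a* between the mutants (0.81 ± 0.30). The 9 retinoic acid and retinoid X receptor genes gave adjusted p values of 0.851, 0.513 and 0.690. Telomere maintenance genes gave 0.0675, 0.648 and 0.343 (*tert*-/- and *tert*+/- against wild type, and between the mutants), and in *tert*-/- against wild type the list passed without wild type 1 (adjusted p = 0.0157) and with the run of title numbers as a covariate (adjusted p = 0.0148). In that order, p53 targets gave 0.258, 0.422 and 0.974, DNA damage response and repair 0.851, 0.638 and 0.676, and the senescence and secretory phenotype 0.809, 0.644 and 0.893. Steroid hormone synthesis and receptors gave 0.201, 0.144 and 0.690, with 0.00774 in *tert*+/- against wild type without *tert*+/- 1. Microglia and macrophage genes gave 0.588, 0.351 and 0.690, and *mpeg1* (ENSDARG00000043093), a macrophage perforin gene, was higher than wild type by 1.87 in *tert*-/- and 2.09 in *tert*+/- brains without passing. Among photoreception lists, photoreceptor genes did not pass in *tert*+/- against wild type (37 of 41 lower, median −0.89, adjusted p = 0.0847), non-visual opsins gave 0.138, 0.351 and 0.886, and pineal organ genes 0.258, 0.620 and 0.124.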

Values the study reported

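The paper analysed brain RNA from wild-type, *tert*+/- and *tert*-/- zebrafish with DESeq2 and piano, on transcript abundances estimated with kallisto against Ensembl release 96. It reports enrichment of gene ontology terms for retinoid metabolism, development of the eye and the sensing of light in these brains. In its analysis of reporter metabolites, retinoids were significant in *tert*+/- fish (p = 0.045) and marginal in *tert*-/- fish (p = 0.084). In skin of *tert*-/- fish they were significant (p = 0.017).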

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

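In this part the tests of linked variants, of telomerase loss acting wherever genes lie, of intestinal, pancreatic and retinal tissue, and of genotype were chosen after the results were seen. Those of chromosome ends, of the pineal organ and of other splits of the libraries were written before their own results. The tests of chromosome ends and of splits near *tert* used windows around *tert* set after low p values had been seen there.

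Among 101 groups of 5 libraries tested for a library far from the others, 3 stood out, where chance alone gives about 5.05 (1 in 20). The photoreceptor level of *tert*+/- 3 was 1.72, with its nearest group member at −0.17, a gap of 0.801 of the range of its group. The pineal organ level of *tert*+/- 1 was −0.77, with its nearest group member at 0.25, a gap of 0.842 of the range. The neutrophil and lymphocyte level of wild type 3 was −0.74, with its nearest group member at −0.42, a gap of 0.754 of the range.

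Low p values near *tert* were weighed first. An effect of telomerase loss on genes wherever they lie would leave no excess near *tert*. In *tert*-/- against wild type the odds ratio was 8.92 within 200 entries and 2.94 on the whole chromosome, both at an unadjusted p. The window was set after such genes had been seen, and the chromosome holds it. These values therefore describe the pattern and cannot decide this cause. For called genes on the whole chromosome, as planned, edgeR called 0 while DESeq2 gave an odds ratio of 13.4 (Fisher's exact p = 0.000136). That excess rests on 5 genes, and its p does not measure variation between fish, so it does not decide either. An effect of telomere length on genes near chromosome ends, where *tert* lies, would raise other ends as well. Within 100 entries of the ends of other chromosomes the odds ratio was 1.51 (1.17 to 1.92, Fisher's exact p = 0.00104). The outcome written for such an effect and the outcome written against it were both met. The odds ratio at other ends was above 1, and its upper limit lay below the lower limit of 8.38 in the window around *tert*. The test therefore cannot decide this cause. These limits also do not measure variation between fish, and the window was set after such genes had been seen. Without *tert*-/- 1 the odds ratio within 200 entries of *tert* was 2.64 (1.64 to 4.1). Sequence variants carried along with the mutant allele from another background could account for the pattern and stay open. The labels give AB as the strain of all fish. Between the mutants the odds ratio within 200 entries was 1.96 but on the whole chromosome 1.31 (Fisher's exact p = 0.0938). The fit behind these values also held the wild-type libraries. The nearer excess was lost without any 1 of 5 libraries, for example *tert*-/- 2 (odds ratio 1.13, Fisher's exact p = 0.647). Between the mutants DESeq2 called 0 of 122 genes within 100 entries. Linked variants stay a hypothesis, as no sequences were examined here.

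Digestive genes in *tert*+/- brains were weighed next. Of the intestine genes not seen before the list was written and under 1 CPM in wild type, 6 of 8 (75%) were higher by more than 0.5 log2 units (median of the 8 1.06, range −1.02 to 2.68), against 522 of 2817 genes tested under 1 CPM in wild type, so traces of intestine in the samples could account for the pattern. Of the exocrine pancreas genes chosen by the same limits, 4 of 9 (44.4%) were, which leaves pancreatic tissue open. A genotype effect cannot be separated from traces of tissue. The level of the 8 intestine genes above differed between *tert*+/- and wild type by exact permutation (p = 0.0317). They were picked for a low wild-type mean, which favours such a difference, so this p is no support for genotype. For the whole intestine list, *tert*+/- 1, 2, 4 and 5 had levels of 0.69, 0.43, 1.06 and 1.16 while *tert*+/- 3 had −0.11.

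Photoreceptor genes were weighed last. Of these genes, 37 of 41 (90.2%) were highest in wild type 5, *tert*+/- 3 or wild type 1, libraries picked by the level of the same genes, so this share is no test. Retinal tissue left on those brains could account for this, but it stays undecided: 11 of 20 retina genes (55%) were highest there, and 6 of 13 (46.2%) of those that photoreceptors do not transcribe, against 4412 of 20064 genes tested. Of the pineal organ genes 3 of 9 (33.3%) were, which does not decide either. An effect of genotype stays open too. All 3 *tert*-/- libraries had low levels (−0.49, −0.66 and −0.77). Wild type 2, 3 and 4 were also low (−0.55, −0.40 and −0.70), as were *tert*+/- 1, 2 and 4 (−0.64, −0.60 and −0.63), with *tert*+/- 5 at −0.17. The exact permutation p of the difference of *tert*-/- from wild type was 0.196.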

How the results depend on the processing

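In this part the quasi-likelihood of edgeR version 4, RPKM with each library's own total, and the omissions of 2 and 3 libraries together were chosen after the results were seen. Among the main results, 285 values under alternatives fixed in advance and 31 under added ones kept their direction and side of the threshold, 27 and 7 moved, 2 became calls and 0 reversed. Among the others, 3002 and 406 were unchanged, 115 and 16 lost a call, 50 and 11 gained one, 18 and 4 moved, and 32 and 11 reversed. The unchanged others include 2558 values of named genes, which edgeR did not call with all libraries. That they stayed uncalled is weak evidence of stability. The cause of a change was not tested unless stated. In simulated data edgeR recovered 39% of 2-fold and 72% of 4-fold changes in *tert*-/- against wild type, and 60% and 88% in *tert*+/- against wild type, so a count of 0 does not exclude single changes of that size. No paired analysis was possible because the labels give no number shared between genotypes, and the distances in Mb around *tert* were not run.

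Genes changed in *tert*-/- against wild type numbered 16 with DESeq2, 1 with edgeR version 4, 1 with deposited RPKM at a pseudocount of 0.1, and 0 to 1 with 1 library left out (1 without *tert*+/- 4). In *tert*+/- against wild type they numbered 28 with DESeq2, 6 with edgeR version 4, 2 without wild type 1, wild type 5 and *tert*+/- 3, and 0 to 5 with 1 library left out. Between the mutants they numbered 17, 2, 1 and 0 to 1 under the same settings. Along the allele count they numbered 16 with DESeq2, 1 with deposited RPKM at 0.1, and 0 to 1 with 1 library left out. On the chromosome of *tert*, DESeq2 with all libraries called 6, 5 and 2 genes in the 3 comparisons, *tert* itself among the 6. There edgeR called 0 genes in each comparison with all libraries, and 0 to 1 with 1 library left out. DESeq2 called *tert* at 1.67 in *tert*-/- against wild type and at 0.87 per allele. With deposited RPKM, genes at an unadjusted p under 0.05 numbered 1150 to 1603 in *tert*-/- against wild type, up to 2492 in *tert*+/- against wild type, 3439 to 3938 between the mutants and 806 to 1221 along the allele count. At an unadjusted p under 0.05 in both mutants, 106 genes went 1 way.

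Lists changed numbered 0 in all comparisons with an estimated correlation and 0 with fry. In *tert*-/- against wild type they numbered 5 without wild type 1, wild type 5 and *tert*+/- 3, and 6 to 16 with 1 library left out. Between the mutants they numbered 5 without *tert*+/- 1 and *tert*-/- 1, and 7 to 12 with 1 library left out.

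Reversed results are given with their adjusted p, and none of them passed under the setting that turned them. Without *tert*+/- 1 and *tert*-/- 1 these were, in *tert*-/- against wild type, erythrocytes (0.903), hypothalamic neuropeptides (0.0516) and retinoid metabolism (0.915). In *tert*+/- against wild type they were retinoid metabolism (0.968) and telomere maintenance (0.833), and between the mutants liver (0.864), retinoid metabolism (0.902), retinoid receptors (0.860) and senescence (0.474). Without wild type 1, wild type 5 and *tert*+/- 3 they were the cell cycle in *tert*+/- (0.641) and retinoid metabolism in *tert*-/- against wild type (0.698). Others were retinoid metabolism in *tert*+/- against wild type with fry (0.914), senescence in *tert*-/- against wild type with the run of title numbers (0.982), and p53 targets between the mutants with only those groups (0.979).

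With 1 library left out, lists that reversed at least once had adjusted p ranging as follows. In *tert*-/- against wild type these were erythrocytes 7.36e-08 to 0.887, hypothalamic neuropeptides 5.33e-05 to 0.237, retinoid receptors 0.454 to 0.976, retinoid metabolism 0.415 to 0.993, and senescence 0.172 to 0.940. In *tert*+/- against wild type they were retinoid metabolism 0.433 to 0.997, senescence 0.475 to 0.973, and telomere maintenance 0.356 to 0.818. Between the mutants they were hypothalamic neuropeptides 1.53e-06 to 0.839, p53 targets 0.479 to 0.995, retinoid receptors 0.382 to 0.963, senescence 0.283 to 0.975, and steroid hormones 0.182 to 0.939.

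Among named genes, *rps29* in *tert*+/- against wild type was −0.07 with deposited RPKM at pseudocounts of 0.1 and 0.5 and at 0.5 without a filter (−0.0748 each). Between the mutants *tmtops2b* was 0.0795 at 0.1, and 0.0583 at 0.5 and at 0.5 without a filter. The deposited RPKM carry totals of other libraries by construction.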

Other observations

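In this part the test of the run of title numbers was chosen after the result was seen. The counts of other splits of the libraries and the test of histone genes were written before their own results. However, the histone list was written after genes of these kinds had been seen. The splits near *tert* used a window set after low p values had been seen there.

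Genes tied to neurodegeneration in people did not pass as lists: orthologues of Alzheimer disease genes gave an adjusted p of 0.851, 0.622 and 0.657 (*tert*-/- and *tert*+/- against wild type, and between the mutants), and those of Parkinson disease genes 0.697, 0.422 and 0.704. Cholesterol synthesis genes gave 0.851, 0.786 and 0.893. Among telomere and damage genes, *tnks*, a tankyrase gene, differed between the mutants by 0.27 and *ppm1d*, a phosphatase gene that p53 induces, by 0.26, while *h2ax*, a histone gene of damage signalling, differed in *tert*+/- against wild type by 0.31 (log2 fold changes, each the lowest p of its list and none past the threshold).

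Genes of hindbrain and spinal cord varied most between fish within every genotype. Their level ran from −2.35 to 1.82 in wild type, −2.45 to 2.24 in *tert*+/- and −2.24 to 1.31 in *tert*-/- libraries. By exact permutation the difference of *tert*-/- from wild type was −1.46 (p = 0.375).

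Summed over 4 structured RNAs (*rn7sl1*, *rmrp*, *rn7sk* and *rpph1*), CPM was 77.0, 32.1, 453, 167 and 788 in *tert*+/- 1 to 5. It was 5.30 to 8.99 in *tert*-/- libraries and 8.87 to 89.4 in wild-type libraries, which overlapped with *tert*+/-. The lowest *tert*+/- library was 3.58 times the highest *tert*-/- library in the same run of title numbers. The median change of 2 measured replication-dependent histone genes between the mutants was −0.38.

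Other splits of the same libraries were run through the same tests. For *tert*-/- against wild type, 41 of 56 splits gave at least 429 genes at an unadjusted p under 0.05 (highest other 1709) and 41 of 56 at least 8 lists (highest other 18), so chance could not be excluded for these counts. For *tert*+/- against wild type the same held, with 14 of 100 splits for 1553 genes (highest other 2569) and 88 of 100 for 6 lists (highest other 18). Between the mutants it held with 45 of 56 for 927 genes (highest other 3342) and 21 of 56 for 12 lists (highest other 23). Along the allele count it held with 88 of 100 for 433 genes (highest other 3669). For the called genes this count tests nothing, because every split calls at least 0 (56 of 56, 100 of 100, 56 of 56 and 100 of 100), and the highest other splits called 1, 2, 53 and 71. Splits with several times the real count point to a structure of the samples, and which one was not tested.

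For the excess within 200 entries of *tert*, 1 of 56 splits in *tert*-/- against wild type gave as high an odds ratio (9.05 with 0.5 added to each count, highest other 4.19). Of 100 splits for *tert*+/- against wild type, 2 did (2.24, highest other 2.29) and between the mutants 1 of 56 (2.02, highest other 2.01). All 3 shares are under 0.05, but the windows were set after the results were seen, which favours the real grouping, so chance is not taken as excluded. For the ends of other chromosomes in *tert*-/- against wild type, 3 of 56 splits gave as high an odds ratio (highest other 1.59), so chance could not be excluded there.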
